# Identification of mechanistic CKD biomarkers in a rat SNx kidney fibrosis model by transcriptomics and proteomics detectable in biofluids

**DOI:** 10.1038/s41598-025-93894-6

**Published:** 2025-04-02

**Authors:** Karin Barnouin, Elisa Tonoli, Clare Coveney, John Atkinson, Margarida Sancho, Andrew Skelton, David J. Boocock, Linghong Huang, Joseph Shephard, Timothy S. Johnson, Elisabetta A. M. Verderio, Breda Twomey

**Keywords:** Diagnostic markers, Systems analysis

## Abstract

The rat sub-total nephrectomy (SNx) is a functional model of general chronic kidney disease (CKD) where the main pathological driver is glomerular hypertension representative of several subtypes of CKD. Comprehensive transcriptomics and proteomics analyses on the SNx rats were performed to identify biomarkers in plasma or urine that correlate with kidney disease and functional kidney loss. Kidneys were subjected to collagen I and III staining for fibrosis scoring, SWATH-MS proteomics and bulk RNA-sequencing transcriptomics, with SWATH-MS also performed on plasma and urine. Differential expression analysis demonstrated significant dysregulation of genes and proteins involved in fibrosis, metabolism, and immune response in the SNx rats compared to controls. Gene ontology analysis of the intersecting genes and proteins from both studies demonstrated common biology between animal cohorts that reached the predefined kidney disease thresholds (serum creatinine > two-fold or proteinuria > three-fold increase over sham-operated). Thirteen significantly differential molecules were detected with consistent directional changes in both omics datasets. These molecules were detected independently in kidney (both RNA and protein) and urine (protein only), but not in plasma. Bioinformatics analysis enabled the identification of mechanistic CKD biomarkers including lumican and collagen alpha-1(III) chain, whose co-expression has previously been both implicated in fibrosis and detected in urine in CKD patients.

## Introduction

Chronic kidney disease (CKD) affects up to 16% of the population across the world and it is associated with significant mortality and morbidity^1^. CKD is strongly linked to diabetes and hypertension. However, environmental factors and genetic background also concur with the aetiology of this complex condition. A common feature of failing kidneys is glomerulosclerosis and tubulointerstitial fibrosis that ultimately causes progressive kidney failure. Fibrotic remodelling is characterised by excess fibrous connective tissue and proliferation of fibroblasts, which is believed to be aberrant wound healing in response to chronic insult from the primary disease. During fibrotic remodelling, fibroblasts not only proliferate but assume an α-SMA positive myofibroblastic phenotype, epithelial cells can either die or undergo epithelial mesenchymal transformation leading to a more stromal extracellular matrix (ECM) producing phenotype while pericytes proliferate and take on myofibroblast characteristics^2^. Overexpression of ECM components, accompanied by metabolic re-programming is a histopathological hallmark of tissue fibrosis. The deposition, accumulation, increased crosslinking and stabilisation of collagens and fibronectin result in the hardening and scarring of tissues. These changes cause pathological remodelling of the organ which lead to its failure^3,4^. The development of tubulointerstitial fibrosis is the best predictor of progression^5^.

Initial detection of CKD is typically by use of protein dipstick in the urine, with subsequent characterisation and tracking of the stage of disease (CKD stage 1–5) determined by assessment of kidney function. This normally uses serum creatinine levels to estimate the glomerular filtration rate (eGFR) using the Modification of Diet in Renal Disease (MDRD) or CKD Epidemiology Collaboration (EPI) equations. More detailed assessment of stage also incorporates albuminuria measurements with high albuminuria being indicative of more rapidly progressing disease^6,7^.

Kidney biopsy remains the gold standard to diagnose fibrosis within the kidney; however, it not only causes risk and discomfort to the patient but is an imperfect test, susceptible of sample bias and only useful when fibrosis is fully established. Moreover, the biopsy approach neither provides an early diagnosis nor a prognosis response. Importantly, it also limits the development of new anti-fibrotics due to the long time required to determine the effectiveness of a therapeutic fibrosis development.

Serum creatinine and proteinuria levels constitute the main biofluid biomarkers for detection and monitoring of CKD. However, these do not reflect all aspects of kidney disease pathophysiology (for example, kidney tubular health), do not always predict GFR decline, and are late disease markers requiring significant damage to occur. Several recent studies have tried to identify earlier, better, more predictive, and reliable markers of kidney disease in serum and urine to enable both clinical management and clinical trials^8–12^. The identification of progression or mechanistic biomarkers and the underlying pathobiological processes in experimental animal models could enable their use in drug discovery and the translation of pre-clinical to clinical research.

The application of experimental models of CKD are useful for pre-clinical evaluation. However, because CKD progresses in humans over many years with a complex mix of genetics, environmental, age, sex, and lifestyle elements as underlying risk factors, it has been extremely challenging to mimic disease progression with animal models, that at the same time allow a fast and reliable assessment of disease progression or stability. Many experimental models have been developed that can be performed within acceptable time frames, have functional measurements relatable to human kidney disease, and that induce morphological and biochemical changes at the organ level translatable to the clinic, but all have some limitations. The models that enable readout of functional parameters while also displaying the collagen ECM accumulation in kidney tissue are most relevant for clinical translation.

Several kidney damage models such as the mouse unilateral ureteral obstruction (UUO), mouse and rat Adriamycin, mouse aristolochic acid nephropathy (AAN) and rat subtotal nephrectomy (SNx) models have been employed by us and others to simulate CKD^13–20^. The SNx model is generally accepted as a general model that mimics many aspects of human CKD such as focal segmental glomerular sclerosis (FSGS), diabetic nephropathy (DN), membranous nephropathy (MN), IgA nephropathy (IgAN), membranoproliferative glomerulonephritis (MPGN), polycystic kidney disease (PKD), membranous glomerulonephritis (MGN) and rapidly progressive glomerular nephritis (RPGN). It displays some of the histological and pathobiological features typical of changes of focal segmental glomerular sclerosis^21^ with an increase in proteinuria and loss of kidney function associated with tubulointerstitial involvement. CKD in this model is driven by a combination of glomerular hypertension and inflammation, that are key factors in human disease progression. SNx rats also have cardiac defects, one of the co-morbidities for human CKD^20,22^. The model therefore provides a platform with ready access to biofluids and tissues enabling the identification of disease relevant biomarkers.

In this investigation we have therefore aimed to use the SNx model to identify mechanistic markers of CKD development (fibrosis) that are detectable in biofluids and associated with changes in tissue biology, rather than those of plasma that appear in biofluids resulting from fibrotic renal structure deterioration such as currently used proteinuria and serum creatinine. It is anticipated that these could reflect the active nature of disease in humans and be employed as early diagnostic or progression biomarkers.

We have performed two independent rat SNx experiments and tracked disease progression by proteinuria and serum creatinine. Plasma, urine, and kidney tissue were analysed at predefined disease criteria, by label-free quantitative proteomics using the data-independent (DIA) analysis technique called sequential window acquisition of all theoretical fragmentation spectra (SWATH) mass spectrometry (MS) (SWATH-MS). This type of MS acquisition method provides greater depth in protein identification and better quantification than data-dependent analysis (DDA) analysis, especially when the data is interrogated by an in silico generated library^23,24^. Kidney tissues were concurrently analysed by bulk RNA-seq transcriptomics. The readouts of both omics’ experiments were compared and integrated, to identify strong reproducible disease biomarkers symptomatic of disease development in the rat SNx model of CKD.

## Results

### Preparation of diseased rat kidneys for omics analyses

As the objective of this work was identification of kidney disease biomarkers representative of progressive phenotypes that could correlate with biomarkers in the more accessible serum and urinary compartments, we thought it imperative to synchronise the animals for disease development, with tissue recovery occurring when disease thresholds had been reached. Two separate SNx studies (named study 1 and study 2) were performed at two independent sites with similar pre-defined disease monitoring criteria as summarised in Fig. 1a. Animals were only terminated when they reached the disease threshold functional levels of twofold increase in serum creatinine or threefold increases in proteinuria over sham-operated controls. However, the time to reach these disease thresholds varied between the studies where study 1 animals were terminated between days 81–116 and study 2 animals between days 52–98, reflecting variability not only between groups but also between individual animals within the same study. All the animals in study 1 were included in the analysis. However, only six out of eighteen rats reached the predetermined threshold in study 2. Representative kidney sections, stained for collagens I and III content using pico-sirius red (PSR) from both study 1 and 2, are shown in Figs. 1b, c, respectively. Urine and serum samples from both studies collected before termination were analysed for serum creatinine, proteinuria, and urinary proteinuria creatinine ratio as measurements of kidney function and glomerular damage (Figs. 1b, c), as well as processed for proteomics. Kidney sample preparation for transcriptomic and proteomic analyses were similar between the two studies.

**Fig. 1:**
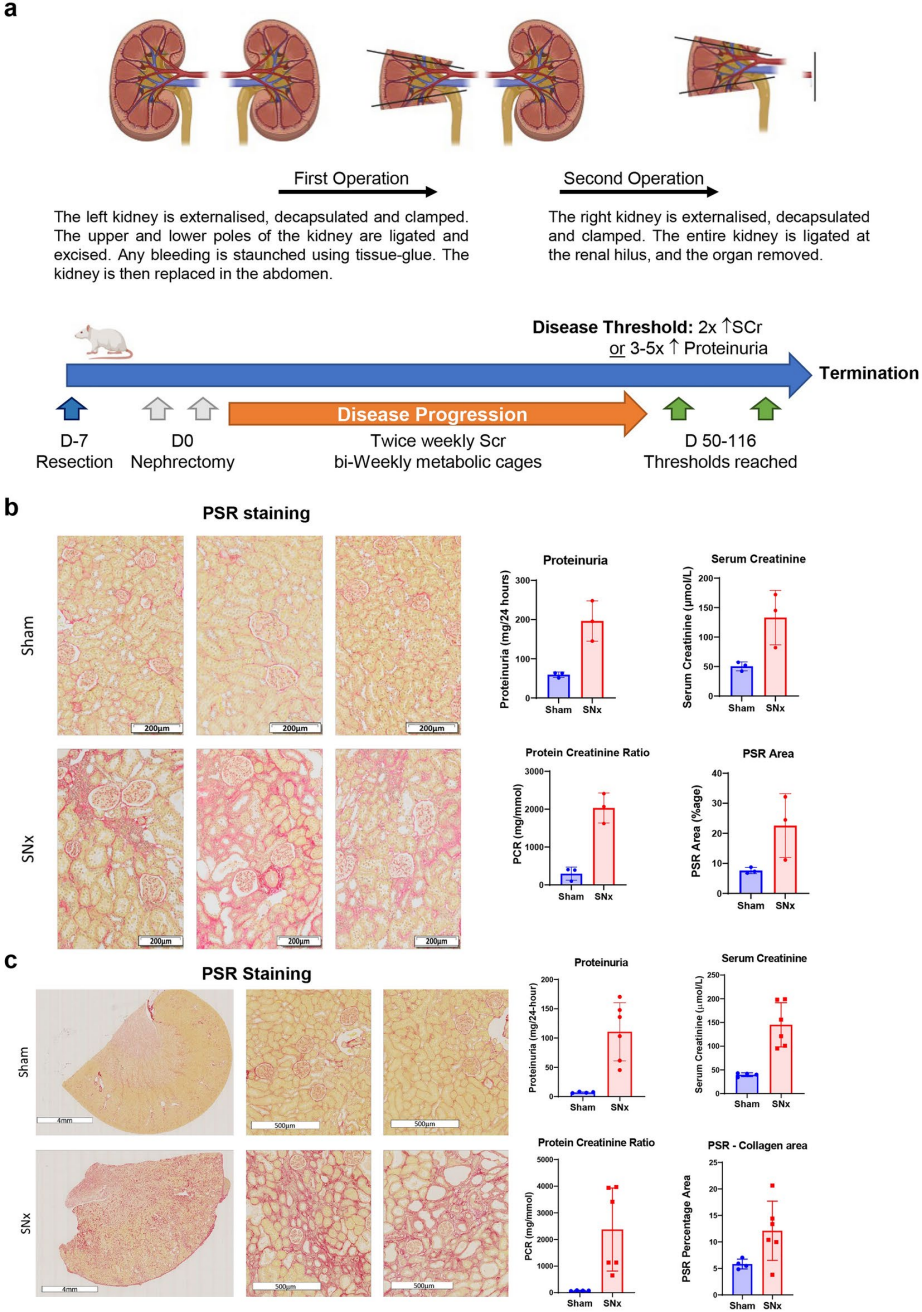
Characterisation of rat SNx study samples. (**a**) The surgical procedure in rats termed sub-total nephrectomy (SNx) where 5/6 of the functioning kidneys are removed and post-surgery the animals develop failing kidney function from day 50 onwards, depicted on a timeline with monitoring of the failing kidneys using a combination of serum creatinine and proteinuria measurements. (**b**) Study 1 kidney sections from either sham (n = 3) or SNx rats (n = 3), stained with Picrosirius Red (PSR) and the PSR-stained kidneys were scanned, the percentage of PSR area plotted alongside the other functional kidney readouts, Proteinuria, Serum creatinine and Protein creatinine ratio. Scale bar: 200 µm. (**c**) Study 2 kidney sections from 1/4 sham rats or 2/6 SNx rats, stained with PSR and PSR-stained kidneys from all rats were scanned, percentage of PSR area plotted alongside the other functional kidney readouts, Proteinuria, Serum creatinine and Protein creatinine ratio. Scale bar: 4 mm or 500 µm, as indicated.

### RNA-Seq transcriptomics–global observations

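Kidney RNA from study 2 was analysed from the files that the authors deposited, 1 library per rat. Sub-total nephrectomy (SNx) removes most of the functioning kidney mass, after which the remnant kidney fails progressively. The libraries came from 12 SNx rats and 5 control rats. The sample labels call the controls NoOp (not operated), while the paper calls the controls of study 2 sham, and the name NoOp is used here. The paper's PCA plot of study 2 shows 6 SNx rats and 5 controls (Fig. 2b-I). Its text does not name the libraries of those 6, and it is assumed here that they are among the 12. All 12 were therefore analysed and numbered SNx 1 to SNx 12. Ribosomal RNA was depleted, and strand-specific libraries were sequenced paired-end. The authors quantified transcripts against the Rn6 reference transcriptome and summarised them to genes with tximport, and they deposited estimated counts per gene as whole numbers without normalization. They also deposited log2 values after the voom transformation for part of the genes. Total counts ranged from 19210434 to 30784070 in the SNx libraries, with a median of 22709319, and from 30454170 to 43876369 in the NoOp libraries, with a median of 32745316. The SNx libraries had lower total counts, with a difference in mean of -10860600 counts (two-sided exact permutation test, p = 0.000323, n = 12 and 5). Numbers of reads were not examined, so fewer reads and a smaller share assigned to genes cannot be told apart. TMM scaling factors, which correct for differences in library composition, were 0.980 to 1.11 in SNx and 0.879 to 0.941 in NoOp. The 10 most abundant genes took between 4.20% and 6.92% of the counts of a library. No pair of libraries differed as little as repeated counting of one library would give, since chi-square divided by its degrees of freedom was at least 21.9 between SNx libraries and at least 26.1 between NoOp libraries. Differential expression was tested with edgeR's quasi-likelihood test on the counts, at FDR < 0.05 after Benjamini-Hochberg adjustment. Values per library are log2 CPM, that is log2 of the counts scaled to library size with TMM factors, with a prior count of 2.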

Bulk-RNA seq were performed on rat SNx, Adriamycin, and UUO kidney tissues. 

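The count table of study 2 lists 23487 genes by Ensembl rat identifier, and 3881 of them had no count in any of the 17 kidneys. Between 16909 and 17464 genes had a count in a single library. After genes with too few counts for a test were filtered out (edgeR's filterByExpr), 15438 genes were tested, whereas the paper's Table 1 gives 11533 genes for study 2. The table of normalized values holds 13318 genes, of which 13309 were tested. Genes outside that table held between 7.56% and 9.17% of the counts of a library. Gene symbols and chromosomes came from the part of Supplementary data 1 that was used here, which pairs 2007 identifiers with a symbol, 2003 of them among the tested genes. That part holds 1998 entries of the study 1 transcript list, with 2174 left out, and 510 entries of the study 2 list, with 5434 left out. Genes without an entry there are given by identifier.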

About 12,000 genes were profiled in each RNA-sequencing experiment (Table 1, Supplementary Fig. 1, and Supplementary data 1). Unsupervised PCA analysis of the two SNx studies transcriptomics data showed that, despite intra- and inter-study variability, the diseased SNx animals could be separated from sham (healthy) controls (Fig. 2a-I, b-I). 

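In study 2, the first principal component (PC1) of the log2 CPM of the 15438 genes held 60.4% of the variance and the second (PC2) 9.18%. The NoOp libraries lay close together on PC1, at 81.9 ± 5.02 (SD, n = 5), and the SNx libraries were spread widely at -34.1 ± 39.2 (SD, n = 12). A gap of 53.0 separated the lowest NoOp score from the highest SNx score. The difference in mean of -116 was larger than in any other split of the 17 libraries into 12 and 5 (two-sided exact permutation test, p = 0.000162, the smallest that 6188 splits can give). SNx 1 had the lowest score, -109, followed by SNx 5 at -80.7, SNx 10 at -62.2, SNx 6 at -59.2 and SNx 8 at -41.5. Scores of -27.4, -26.9, -25.6 and -20.4 belonged to SNx 3, SNx 12, SNx 7 and SNx 2. Closest to the controls were SNx 9 at 4.05, SNx 4 at 16.5 and SNx 11 at 22.8. On PC2 the groups overlapped, with scores from -35.3 to 29.0 in SNx and from 11.8 to 22.8 in NoOp. The share of PC1 moved most when each gene was scaled to unit variance, to 49.4%, and the groups did not overlap on PC1 under that setting either.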

In study 1, over 4000 proteins changed significantly (FDR < 0.05) after SNx treatment with over 1700 genes down- and up-regulated (Fig. 2a-II, Table 1). In study 2, over 4700 genes were significantly modulated (FDR < 0.05) with over 2800 genes that were down- and up-regulated (Fig. 2b-II, Table 1). 

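With all 12 SNx rats analysed here, 8949 of the 15438 tested genes (58.0%) were differentially expressed at FDR < 0.05 (4672 up, 4277 down). In 3565 of these genes every SNx library lay above, or every one below, all NoOp libraries (2084 up, 1481 down), where chance gives such a separation in 0.0323% of genes. A change of at least 1.5-fold was the criterion that moved the count most, to 5165 genes (3110 up, 2055 down). Scaling by library size alone, without TMM factors, moved the median log2 fold change of all tested genes from 0.02 to 0.23, and 74.6% of the genes called were then upregulated, in place of 52.2%. In 100 random draws of 6 of the 12 SNx rats, the number that the paper's plot shows, the count ranged from 5571 to 9634 with a median of 7950. The paper states that only 6 SNx rats of study 2 reached its disease threshold, and random draws do not imitate such a selection.

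**Figure D1:**
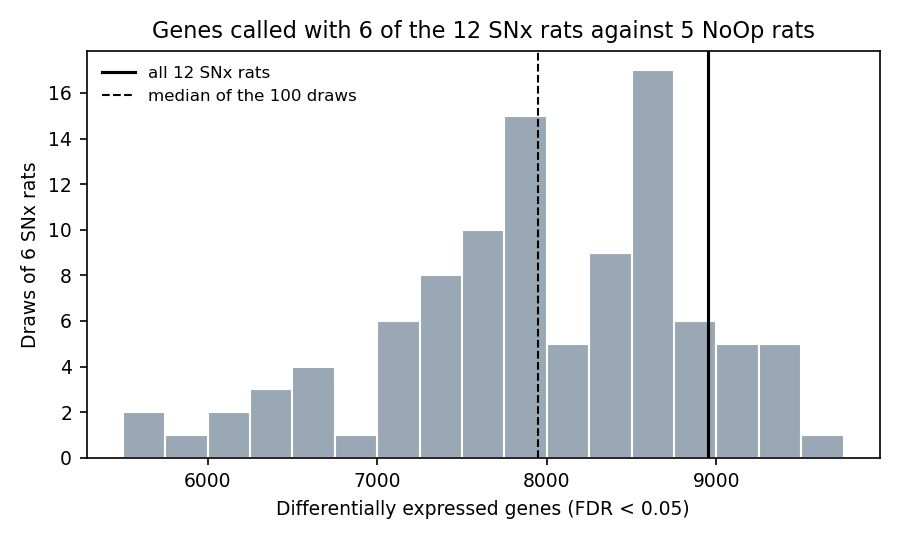
Number of differentially expressed genes (FDR < 0.05, x axis) in 100 random draws of 6 of the 12 SNx rats against the 5 NoOp rats, with the number of draws on the y axis. The dashed line marks the median of 7950 and the solid line the 8949 genes called with all 12 SNx rats.

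Among the genes labelled in Fig. 2b-II, Clu had a log2 fold change of 3.83 (standard error 0.35, adjusted p = 4.3e-07 from edgeR's quasi-likelihood test), with 10.12 ± 0.67 log2 CPM in SNx (SD, n = 12) against 6.42 ± 0.09 in NoOp (SD, n = 5). Log2 fold changes of Spp1, Ephb6, B4galnt4, Ifitm10, Adra1d and Trpv6 lay between 4.10 (Ephb6) and 5.52 (Trpv6). For 5 other labelled genes all NoOp libraries had 3 counts or fewer, so only a lower bound can be given: Il19 was at least 123-fold higher in SNx, Il24 at least 103-fold, Arntl2 at least 55.7-fold, Cxcl6 at least 32.6-fold and Rasgrf1 at least 26.1-fold. Each of these 12 upregulated genes was higher in 12 of 12 SNx libraries than in any NoOp library. Cyp1a1 fell by 4.04 on the log2 scale (standard error 0.68, adjusted p = 0.00013). Slco1a1 fell by 2.54 (standard error 0.88, adjusted p = 0.020), with SNx libraries scattered from -1.14 to 7.28 log2 CPM against 7.51 to 8.42 in NoOp. Its mean was 3.68 log2 CPM in SNx (n = 12) and 7.87 in NoOp (n = 5), a wider gap than that fold change. It passed the threshold in 62 of the 100 draws of 6 SNx rats.
The genes with the largest rise or fall among those with a mean of at least 1 log2 CPM and no overlap between groups included Il24 and Il19. Other large rises were those of ENSRNOG00000007243 at 6.51 (adjusted p = 3.6e-07) and ENSRNOG00000028896 at 6.39 (adjusted p = 2.2e-05), the latter with NoOp libraries from -3.75 to 0.06 log2 CPM. Cyp1a1 was among the largest falls, together with ENSRNOG00000056476 at -5.12 (adjusted p = 1.1e-06), ENSRNOG00000032311 at -4.24 (adjusted p = 0.00012) and Anxa13 at -3.82 (adjusted p = 3.0e-05). The NoOp libraries of ENSRNOG00000056476 ranged from 4.09 to 7.88 log2 CPM, and without NoOp 5 its log2 fold change was -4.50.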

Gene Pathway Ontology analysis showed that the most abundantly upregulated genes are represented by gene products involved in complement, immunological, and STAT signalling, associated with response to inflammation and ECM organisation pathways. 

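Lists of genes for the upregulated pathways of Fig. 2b-III were written by hand from general knowledge. Fewer than 80% of each list had an identifier, because symbols were known only for genes that the study itself lists as significant, mostly in study 1. No test of a whole list was therefore run, and the counts describe the named members only. Of 36 complement genes, 11 could be named, and 10 of these were upregulated and none downregulated. The strongest by p-value were C4a, with a log2 fold change of 2.99 (standard error 0.24, adjusted p = 1.7e-07), and C2, with 2.74 (standard error 0.30, adjusted p = 2.5e-06). C4a has a near-identical copy with which the counting could have shared reads. For JAK-STAT signalling, 13 of 14 named genes were upregulated and 1 was downregulated, with Irf1 at 1.55 (adjusted p = 2.2e-07) and Il7r at 2.58 (adjusted p = 2.7e-07). All 12 named collagens were upregulated, including Col4a2 at 1.31 (adjusted p = 1.6e-06). Of 26 named genes for other extracellular matrix proteins, 24 were upregulated and 1 downregulated, and Ltbp2 rose by 3.99 and Timp1 by 2.93 on the log2 scale. All 6 named genes of the TGF-beta and SMAD list were upregulated, among them Tgfb1 at 1.61 and Inhba at 3.62. In each of the genes named here the 12 SNx libraries lay above the 5 NoOp libraries. Neither RLE size factors nor scaling by library size alone turned a list around, and library size alone called 25 other extracellular matrix genes upregulated.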

Most of the significantly down-regulated genes are involved in the metabolism of amino acids, fatty acids or in mitochondrial processes (Fig. 2a-III, b-III).

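The same limit on names applied to the metabolic lists. In the amino acid metabolism list 54 of 55 named genes were downregulated and 1 was upregulated. Mat2a fell by 1.78 on the log2 scale (standard error 0.21, adjusted p = 5.4e-06), and Ddo fell by 1.13 (standard error 0.19, adjusted p = 0.00015). In the fatty acid oxidation list 30 of 31 named genes were downregulated. The exception was Acsl5, with a log2 fold change of 0.82 (standard error 0.08, adjusted p = 1.1e-06), which was the gene of that list with the smallest p-value. Ech1 fell by 1.30 (adjusted p = 1.2e-05). All 12 named genes of the TCA cycle and pyruvate list were downregulated, with a median log2 fold change of -0.99, and among them Pdk2 and Pdha1 each fell by 0.95. Of 93 genes of oxidative phosphorylation only Ndufb5 had an identifier, and it fell by 0.85 (adjusted p = 0.0018). In the list of cytochrome P450 and xenobiotic genes, 14 of 20 named genes were downregulated and 2 upregulated. Cyp1b1 was one of those that rose, by 3.38, whereas Fmo5 fell by 1.01. With library size alone as scaling, 53 amino acid genes, 29 fatty acid oxidation genes and 13 genes of the P450 list were downregulated.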

**Table 1:** Number of total, unchanged and significantly changing FDR < 0.05 proteins in SWATH-DIA and genes in RNA-seq experiments.

Differential expression	Proteins				Transcripts	
	Kidney study 1	Kidney study 2	Plasma study 2	Urine study 2	Kidney study 1	Kidney study 2
Total	6329	6871	488	632	12,714	11,533
Unchanged	5151	2593	444	184	8618	5667
Downregulated	220	659	2	207	1797	2812
Upregulated	958	3619	42	241	2299	3054

**Fig. 2:**
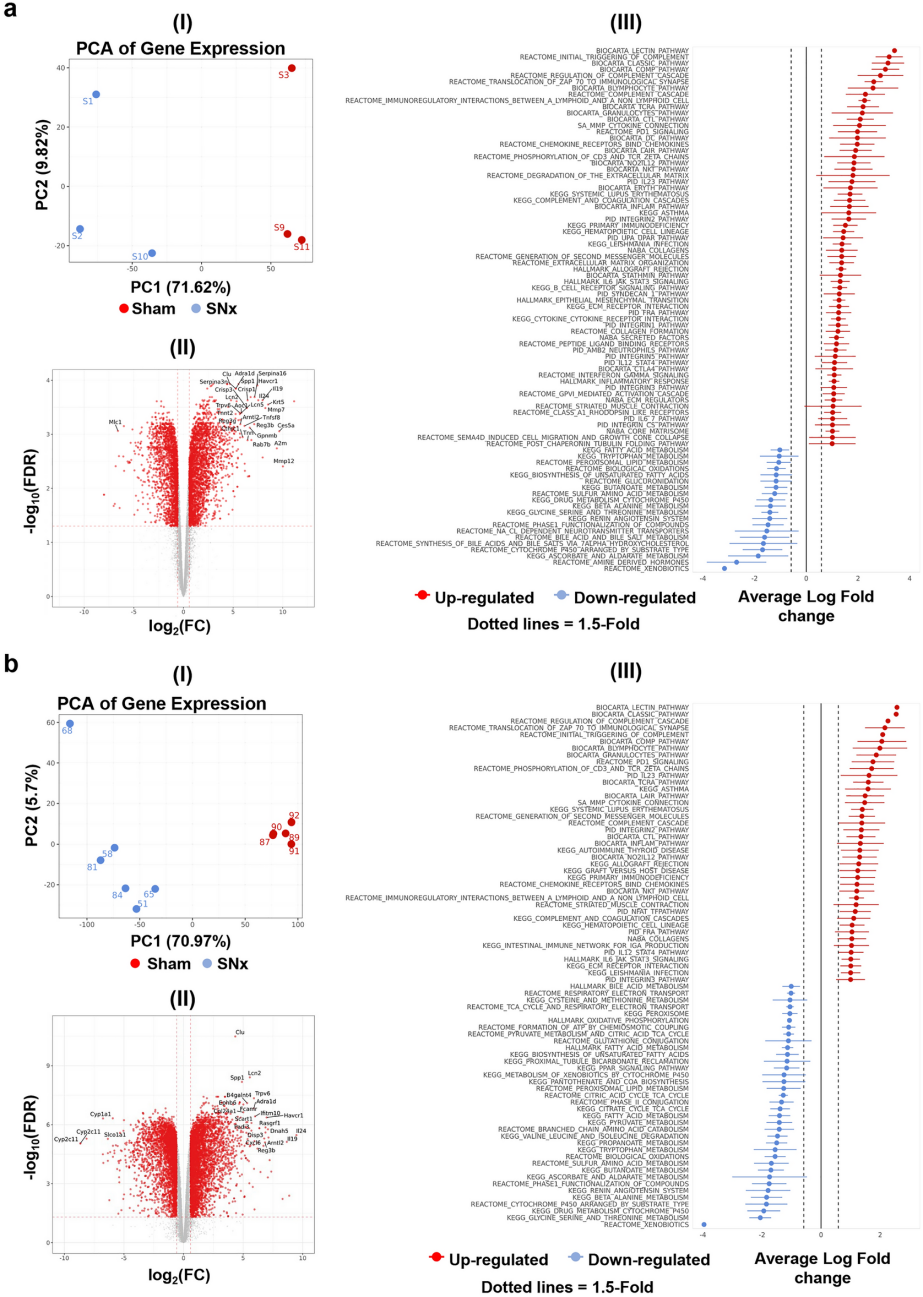
RNA seq analysis of kidneys from SNx compared to sham rats. PCA (I), differential gene analysis Volcano plot (II) and Gene Pathway Ontology CAMERA Functional enrichment analysis (III) were performed for both study 1 (**a**) and study 2 (**b**).

Heatmap comparison of transcriptomics profiles of rat SNx with Adriamycin and UUO kidney disease rat models revealed that although most of the genes that are up- or down-regulated in each experiment are similar, the magnitude of change differs between them. Overall, genes involved in T-cell inflammatory processes are upregulated in both studies, whereas down-regulated genes are involved in metabolism. 

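For T cells in study 2, 7 of 29 genes of a list for T cell receptor signalling had an identifier, and all 7 were upregulated under TMM, RLE and library size scaling, with log2 fold changes between 1.57 and 2.61. The largest change was that of Sh2d2a at 2.61 (standard error 0.20, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test), from -0.47 ± 0.29 log2 CPM in NoOp (SD, n = 5) to 2.02 ± 0.31 in SNx (SD, n = 12). Vav1 had a log2 fold change of 2.03 (adjusted p = 1.4e-06). Both were higher in 12 of 12 SNx libraries than in any control. The limit on names applied here too, since symbols were known only for genes that the study itself lists as significant. The count of 7 therefore describes the named members only.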

Expectedly, ECM modelling pathways implicated in kidney fibrosis regulation are more upregulated in the aggressive UUO and Adriamycin models than in both SNx studies (Supplementary Fig. 1).

## DIA-SWATH proteomics – global observations

Over 6000 proteins were identified in the rat kidneys, and more than 450 proteins in study 2 plasma and urine were identified (Table 1, Fig. 3, Supplementary Fig. 2, and Supplementary data 1). As with the transcriptomics data, PCA analysis of the protein expression could clearly separate Sham (Healthy) and SNx rats for both kidney and urine datasets. In contrast, the separation was less distinct for plasma (Supplementary Fig. 3).

**Fig. 3:**
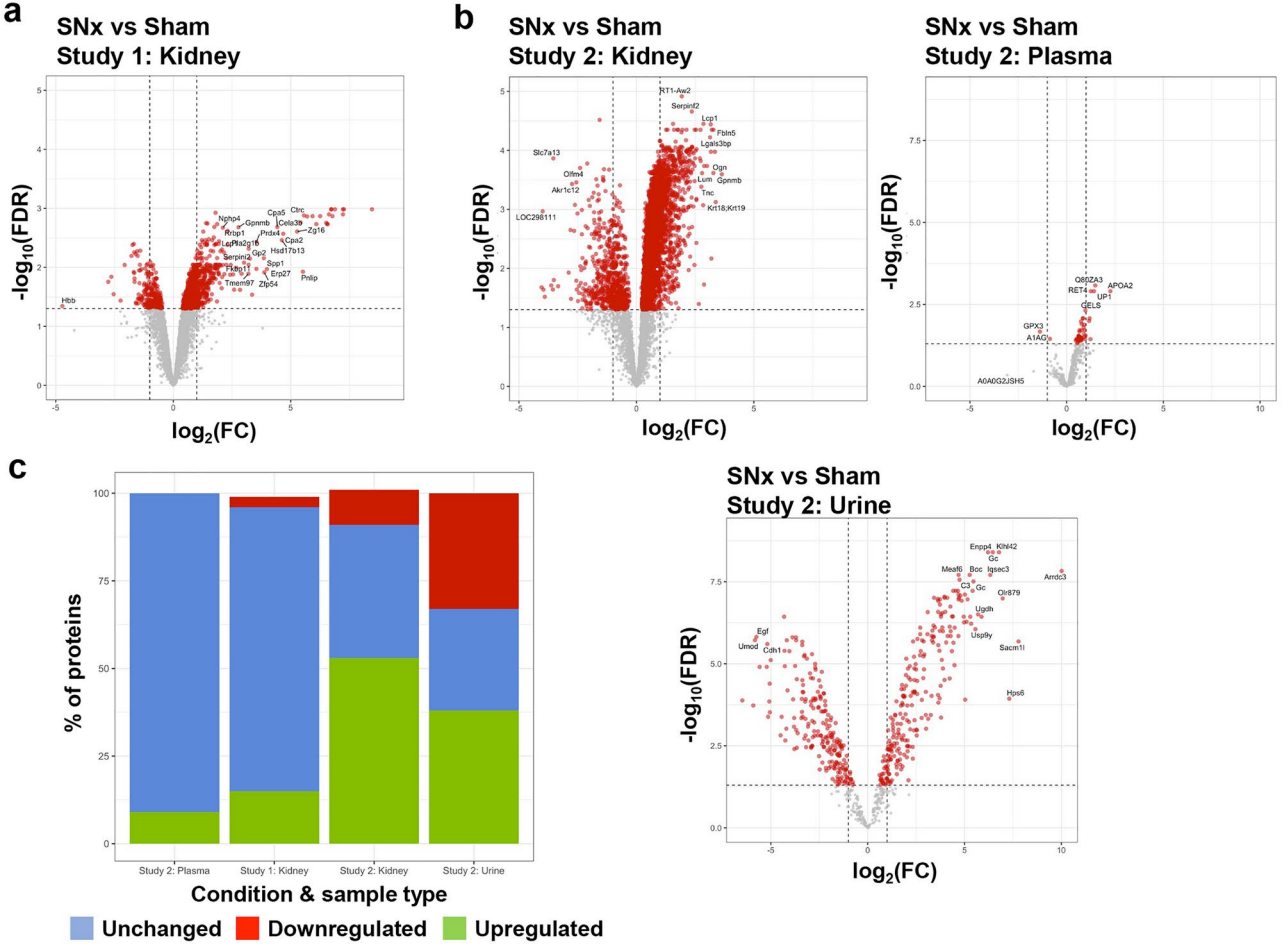
Significantly changed proteins in SNx compared to sham rat kidneys. Volcano plots showing up- and down-regulated proteins in study 1 kidney (**a**) and study 2 kidney, plasma and urine (**b**). (**c**) Summary of protein counts expressed as percentages of downregulated (red), upregulated (green) and unchanged (blue) proteins compared to total number of proteins quantified in each sample.

## Gene ontology analysis of proteins

To gain a deeper understanding of the changes in the biological processes and molecular functions as well as in which cellular compartment these occur in CKD, Gene Ontology (GO) analysis was performed on the up- and down-regulated genes or proteins that were identified in both the proteomic and transcriptomic data. The web-based application Rivigo, that employs an algorithm that clusters GO terms according to semantic similarity, was used to summarise the data. The data was visualised as TreeMaps where the larger the square, the larger the log10 p-value, the more significant the enrichment. For the up-regulated kidney proteins, post-SNx processes involved in stress and structural pathways were the most significantly enriched, for example, regulation of collagen fibril organization and cellular response to reactive nitrogen species (Supplementary Fig. 6a and data 2). The most enriched GO biological processes for down-regulated kidney proteins post SNx included responses to translation, oxidative stress, detoxification, cell matrix adhesion and metabolic pathways (e.g., glucose 6-phosphate metabolic process) (Supplementary Fig. 6b and data 2). In urine the identified down-regulated proteins have been shown to play roles in immune response, proteolysis, transport, or cell adhesion. Up-regulated proteins in urine are involved in endopeptidase activity, small molecule transport, plasminogen activation or cell structure while in plasma up-regulated proteins are implicated in complement activation, lipid metabolism, transport, and cytolysis (Supplementary Fig. 4 and data 2).

We then performed GO analysis of the intersecting proteins. The most significantly enriched biological processes in the up-regulated proteins in proteomics kidney studies were those involved in catabolic, metabolic, cell polarity and immune responses. Notably, the most CKD relevant significantly enriched GO biological processes were the proteins and genes that were in common between study 1 and 2 in the kidney proteomics and transcriptomics. Those proteins are involved in cell adhesion, cell differentiation, matrix organisation, cell proliferation, phagocytosis, and immune system processes. Furthermore, the cellular compartments were similar in study 1 and 2 kidneys in the proteomics and transcriptomics data and mainly corresponded to the localisation of proteins that play a role in cell shape and structure. Please refer to TreeMaps and tables for more details (Fig. 4, Supplementary Fig. 5 and 6, and data 2).

**Fig. 4:**
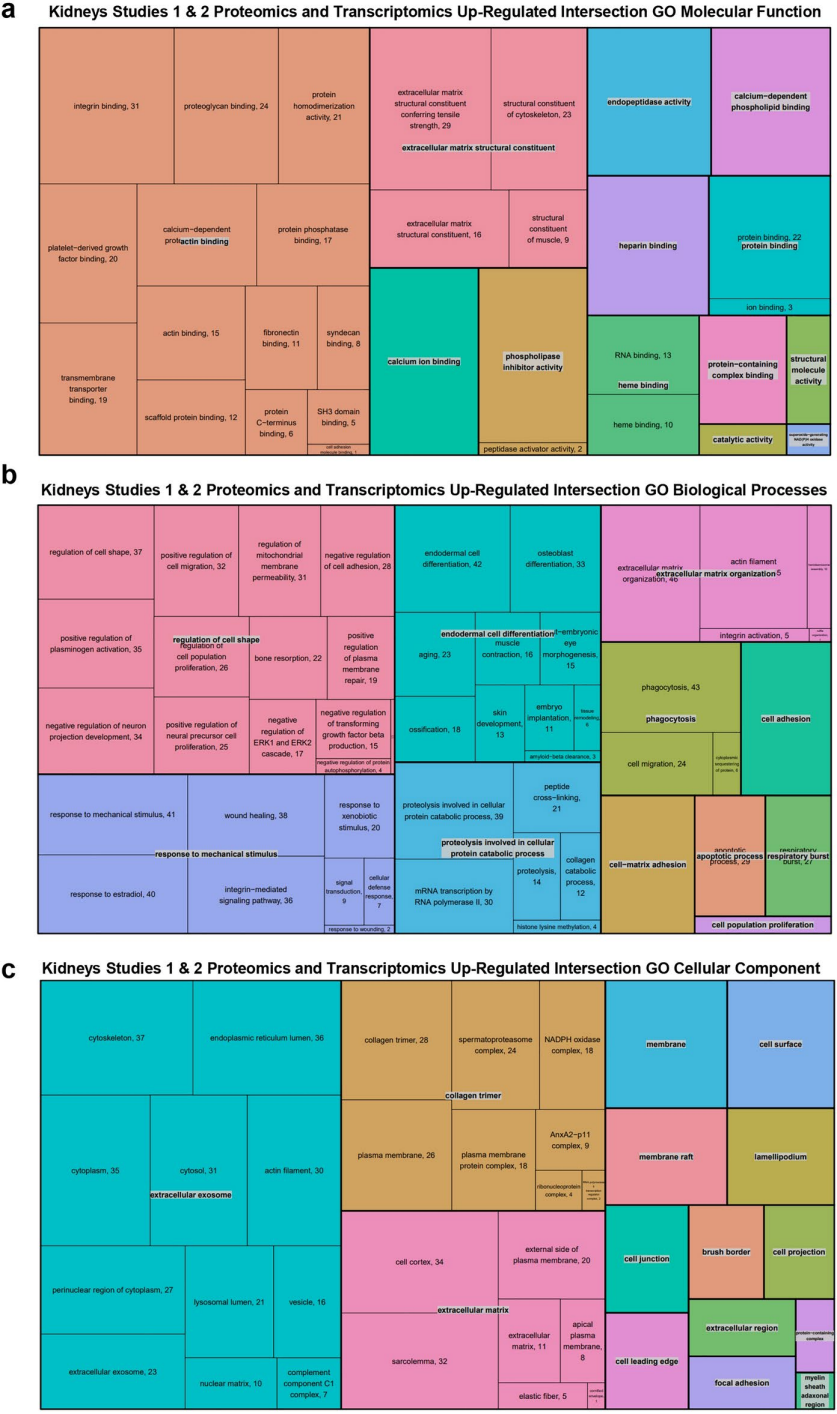
GO of up-regulated intersecting proteins and genes in kidney. TreeMaps showing enriched Molecular Functions (**a**), Biological processes (**b**) and Cellular compartments (**c**) of the significantly up-regulated proteins/genes in the kidneys of both studies.

### Translatable CKD biomarker identification by data integration

Upset plots were used to identify the intersecting proteins and genes between the up- or down-regulated genes or proteins in both proteomics and transcriptomics methods (Fig. 5, Supplementary Fig. 5). Thirteen proteins were significantly differentially regulated (six upregulated, seven downregulated) at both protein and transcript levels in kidney and urine in all the analyses. 

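Transcripts of 2 of the 6 upregulated candidates had an identifier in study 2. Col3a1 (ENSRNOG00000003357, on chromosome 9) had 9.71 ± 0.69 log2 CPM in SNx kidneys (SD, n = 12) and 7.15 ± 0.20 in NoOp kidneys (SD, n = 5). Its log2 fold change was 2.74 (standard error 0.39, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test). The SNx values were 11.52 in SNx 1, 9.78 in SNx 2, 9.99 in SNx 3, 9.40 in SNx 4, 9.74 in SNx 5 and 9.29 in SNx 6. In SNx 7 to SNx 12 they were 9.87, 8.62, 9.25, 9.56, 9.48 and 10.05. SNx 1 raised the mean most, and without it the log2 fold change was 2.44. Col8a1 (ENSRNOG00000039668, on chromosome 11) rose from 2.51 ± 0.42 to 5.97 ± 0.51 log2 CPM, a log2 fold change of 3.51 (standard error 0.30, adjusted p = 2.6e-07). With each library left out in turn it stayed between 3.39 and 3.63. Both collagens were higher in 12 of 12 SNx libraries than in any NoOp library. Lum, Pfn1, C6 and Ighm were not analysed here.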

The upregulated proteins were lumican (Lum), profilin 1 (Pfn1), collagen alpha-1(III) chain (Col3a1), complement component C6 (C6), collagen type VIII alpha1 chain (Col8a1) and Immunoglobulin Heavy Constant Mu (Ighm) (Fig. 5a, b, Supplementary Fig. 7a). 

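Of the downregulated candidates, Slc3a1, Abhd14b, Tmlhe and Dpp4 had an identifier in study 2, and each was lower in 12 of 12 SNx libraries than in any of the 5 NoOp libraries. Slc3a1 (ENSRNOG00000007006, chromosome 6) fell by 1.73 on the log2 scale (standard error 0.46, adjusted p = 0.0044 from edgeR's quasi-likelihood test). Tmlhe (ENSRNOG00000000729, chromosome 20) fell by 1.61 (standard error 0.38, adjusted p = 0.0021) and Abhd14b (ENSRNOG00000012073, chromosome 8) by 1.18 (standard error 0.28, adjusted p = 0.0021). For Dpp4 (ENSRNOG00000030763, chromosome 3) the log2 fold change was -1.26 (standard error 0.24, adjusted p = 0.00040). The SNx libraries varied more than the controls. Slc3a1 had 9.73 ± 1.27 log2 CPM in SNx (SD, n = 12) against 11.87 ± 0.14 in NoOp (SD, n = 5), and Tmlhe 6.02 ± 1.03 against 7.90 ± 0.20. The SDs of Abhd14b and Dpp4 were 0.72 and 0.59 in SNx and 0.12 and 0.11 in NoOp. Together with Col3a1 and Col8a1, 6 of 6 named candidates changed in the paper's direction at FDR < 0.05, both over all genes tested and adjusted over the list alone, which is not independent evidence because the study chose the list in part on these libraries. In 97 of the 100 random draws of 6 SNx rats all 6 passed, in 1 draw 5 did and in 2 draws 4. Slc7a13, Ggt1 and Epb41l3 were not analysed here.

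**Figure D2:**
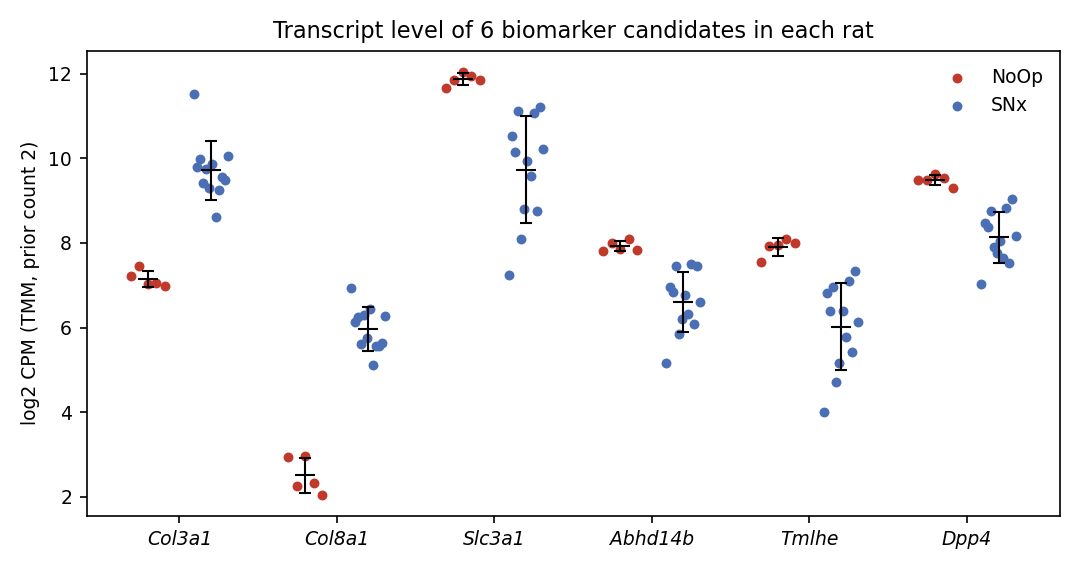
Log2 CPM (y axis) of 6 biomarker candidates in each of the 5 NoOp (red) and 12 SNx (blue) libraries, with the mean and SD in black. Col3a1 and Col8a1 lie higher in every SNx library than in every NoOp library, and Slc3a1, Abhd14b, Tmlhe and Dpp4 lie lower.

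From the overlap of such transcript calls with the protein calls of kidney and urine in Upset plots, the paper arrives at 13 molecules regulated in the same way in all these analyses, and it treats them as candidate biomarkers.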

The downregulated proteins were solute carriers Slc7a13 and Slc3a1, gamma-glutamyl transferase (Ggt1), the hydrolases alpha/beta hydrolase domain containing 14b (Abhd14b), Erythrocyte Membrane Protein Band 4.1 Like 3 (Epb41l3), trimethyllysine hydroxylase (Tmlhe) and the dipeptidyl peptidase 4 (Dpp4) (Fig. 5c, Supplementary Fig. 7b). Although these proteins are commonly detected in plasma, none of them passed the FDR 0.05 threshold for significant fold change in this biofluid. All these proteins except for DPP4 were also found to be similarly differentially regulated on the transcript level in the kidneys of Adriamycin and UOO rat models (Supplementary transcriptomic and proteomics Limma analysis data).

**Fig. 5:**
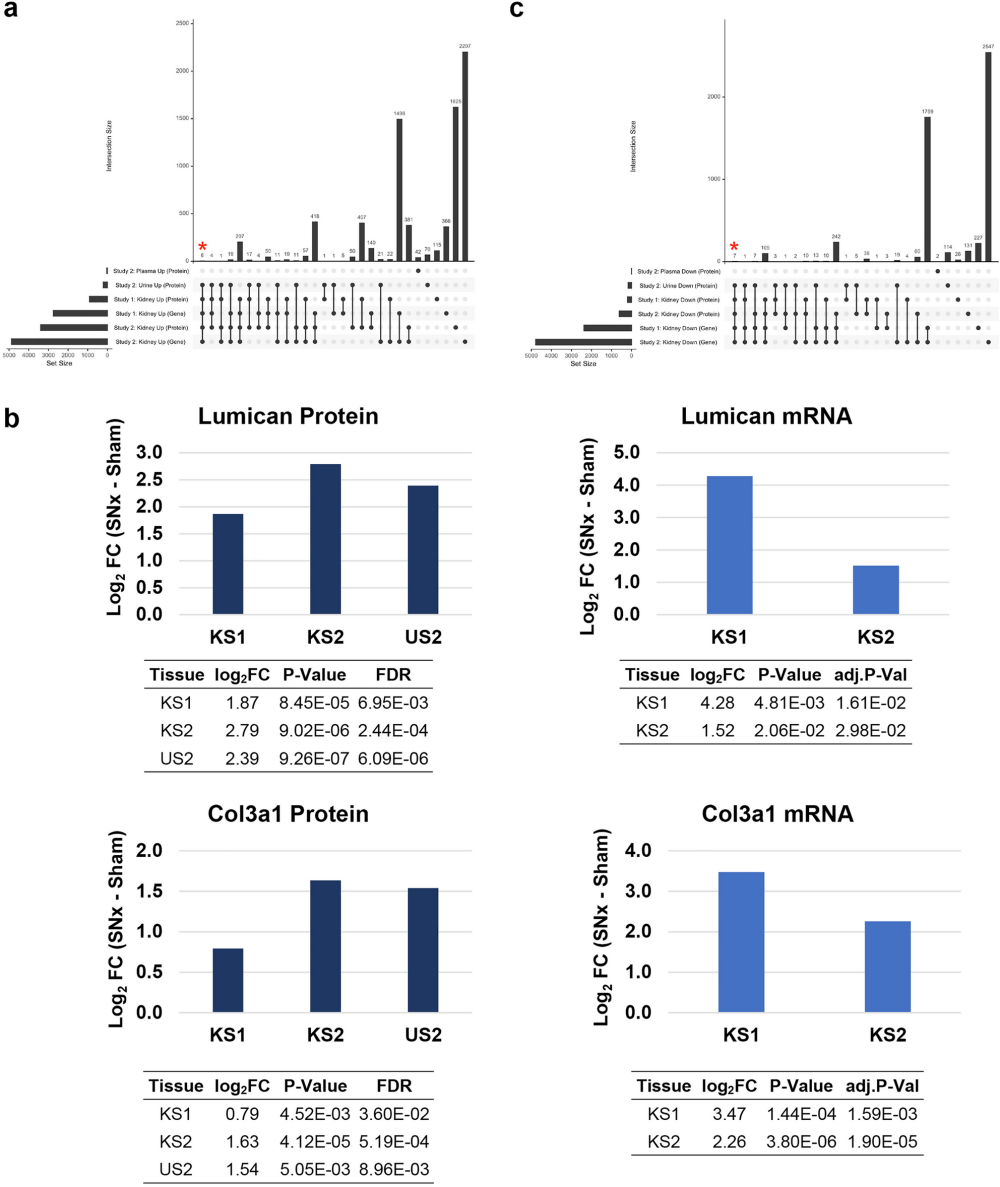
Proteomics and gene expression intersections. (**a**) Upset plots showing up-regulated proteins/genes in common between study 1 and study 2 proteomics-transcriptomics data (kidneys, plasma, urine; FDR < 0.05). Red asterisk indicates proteins/genes up-regulated in all analyses apart from plasma. (**b**) Protein and gene expression of lumican and collagen type III alpha1 chain (Col3a1). (**c**) Upset plots showing down-regulated proteins/genes in common between study 1 and study 2 proteomics-transcriptomics data (kidneys, plasma, urine; FDR < 0.05). Red asterisk indicates proteins/genes down-regulated in all analyses apart from plasma.

## Discussion

CKD animal models are of value in the preclinical setting for identifying biomarkers and surrogate target engagement biomarkers^25^. Several models have been developed but inherently display differences in their capacity to monitor functional kidney data alongside quantitative gene and protein changes. Selecting the right model of CKD is crucial in pre-clinical research to test interventions aimed at controlling CKD. Transcriptomic comparison of different models performed here has shown variation in the quantitative and qualitative gene expression profiles of TGF beta and SMAD pathways known to be modulated in fibrosis and extracellular matrix remodelling (Supplementary Fig. 1). Although none of the models are perfect predictors of human disease, the choice of model and rodent depends on the specific project and therapeutic target requirements, such as the option for functional correlation, representation of distinct pathway changes, and model duration, which can distinguish acute versus chronic phases of disease progression. The ideal model for biomarker discovery would enable monitoring of the molecular changes non-invasively as the disease evolves.

The SNx model was selected because it is the best characterised and has the capacity for real-time functional monitoring of disease progression using serum creatinine and proteinuria measurements before termination. Typically, widespread glomerulosclerosis and tubulointerstitial fibrosis gradually develop, mimicking the progressive renal failure in humans consequent to loss of functional renal mass. However, the accurate interpretation of the data generated from the models is not straightforward because of the high variability of the response of the rats to the subtotal nephrectomy surgery. The analysis of the two SNx models independently generated in this study demonstrated both inter- and intra-model differences in the time it took to reach a specific disease threshold determined by functional analyses. The variability between animals was evident in the Principal Component Analysis (PCA) plots of both the RNA-seq and proteomics, where the healthy rats cluster close together, whereas the SNx rats are in comparison further apart (Fig. 2a, b and Supplementary Fig. 3). 

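For the RNA-seq of study 2 this spread was measured as the Euclidean distance of each library, over the log2 CPM of all tested genes, to the mean of the other libraries of its group. The distance was 67.3 ± 17.7 in SNx (SD, n = 12) and 50.9 ± 5.54 in NoOp (SD, n = 5), a ratio of 1.32. The difference in mean was 16.5 (two-sided exact permutation test, p = 0.0548). This measure is weighted against a larger spread in SNx, since the mean of fewer other libraries is less precise, and equal spread would give a ratio of 0.934. With the distances corrected for group size, a step chosen after the data were seen, the difference was 18.97 (p = 0.0249 from the same exact test). Distances ranged from 48.1 (SNx 3) to 109 (SNx 1) in SNx and from 44.5 to 57.5 in NoOp, and 8 of 12 SNx libraries lay farther out than every control. Without that correction, the ratio over genes with at least 10 counts in every library was 1.52 (p = 0.0393), while a prior count of 0.5, genes scaled to unit variance and the deposited normalized values gave p = 0.102, 0.0706 and 0.111. Gene by gene, the SD was larger in SNx for 12637 of the 15438 genes (81.9%), with a median SD of 0.29 log2 CPM against 0.17 in NoOp.

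**Figure D3:**
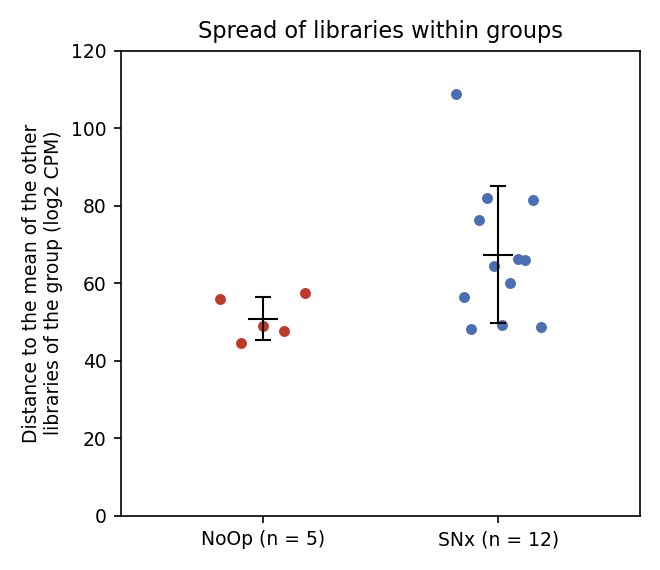
Distance of each library to the mean of the other libraries of its group (y axis, in log2 CPM over all tested genes) for the 5 NoOp and 12 SNx libraries, with the mean and SD in black. The NoOp libraries lie between 44.5 and 57.5, and SNx 1 lies farthest out at 109.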

Integrating the omics data acquired from the two independent SNx studies has enabled the identification of CKD and fibrosis-specific biomarkers. Many genes were differentially expressed at both protein and transcript levels in kidney tissue in the two SNx studies. Many proteins also changed significantly in the urine, but not in plasma. Among those changing, six proteins were upregulated at both the protein and transcript level in the kidney and urine in all the analyses, including in the RNAseq studies performed in UUO and Adriamycin kidney tissues: Lum, Col3a1, Col8a1, Pfn1, C6, and Ighm. Interestingly, Lum, a proteoglycan, and Col3a1, co-express and regulate keratan, TGFbeta2, and FasL that in turn, modulate MDM2-p53, apoptosis, as well as TGF-beta signalling pathway^26^. These pathways have previously been implicated in growth suppression and cell adhesion (KEGG pathway proteoglycans in cancer), lung disease^27^, kidney (Supplementary Fig. 8), and other fibrotic diseases^28^

Notably, Lum mRNA levels has been found to be present in significantly higher levels in RPGN, DN, IgAN, FSGS, MGN, lupus nephritis (LN) and hypertensive nephropathy (HT). In the same study, lumican protein stained positive in DN patients^29^**.** Interestingly, lumican was only detected in the urine of stage 3 CKD patients and not in healthy controls in a glycoproteomics study indicating that it could be used as an early biomarker^30^. Furthermore, Lum was recently identified as an early diagnostic biomarker for children with Alport Syndrome^31^. Col3A1 kidney mRNA and protein in urine was also found to be elevated in a puromcyin aminonucleoside (PAN)- induced nephropathy rat model^32^. It is thought that during ECM remodulation fragments of collagen degradation products are secreted in urine preceding proteinurea, and therefore could be used as an early marker of progressive renal fibrosis^33^. Indeed, 55 fragments of Col3A1 were detected in a urine proteomic study of CKD patients^34^. Downregulation of Pfn1 has been shown to be regulated by CK2 and has a protective effect against kidney fibrosis^35^. In contrast, C6, Col8a1, and Ighm are all involved in the complement pathway, and their upregulation is related to a general immune response to injury and disease (Figs. 4b and 7a) and have also previously been shown to contribute to CKD progression^36^.

Proteins and genes downregulated in urine as well as kidneys (but not plasma) at both the protein and transcript levels were Slc7a13, Slc3a1, Ggt1, Abhd14b, Epb41l3, Tmlhe and Dpp4. 

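In the 5 NoOp kidneys of study 2, Slc3a1 ranked 13 of the 15438 tested genes by mean log2 CPM, with ranks between 11 and 23 in single libraries and a rank of 12 or 13 with any 1 of them left out. The rank is by CPM, which is not corrected for transcript length.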

Slc7a13 and Slc3a1 are both involved in amino acid transport and are highly expressed in kidneys. Downregulation or dysfunction of solute carriers has previously been observed in kidney disease^37^. Ggt1 catalyses the transfer of glutathione to small molecules and generally plays a protective role against toxins and oxidative stress, but also specifically in kidneys^38,39^. Tmlhe is involved in amine, polyamine, and carnitine biosynthesis. Increased levels of L-carnitine have been shown to attenuate kidney fibrosis development^40^. Interestingly, Dpp4 acts as a serine endopeptidase and inhibitors against its activity are used to treat diabetes and has also been shown to metabolise collagen in kidney^41^. Epb41l3 is an adaptor protein that interacts with cytoskeletal proteins and is believed to modulate the activity of methyl transferases such as PRMT3 and PRMT5^42,43^. DNA-methylation is thought to contribute to epigenetic causes of diabetic kidney disease^44^. Taken together, all these CKD biomarkers identified herein have been shown to be modulated during the development of fibrosis.

The aim of our analysis was to identify proteins that were detectable in all the transcriptomics and proteomics datasets that could be used as candidate mechanistic CKD markers. From the CKD biomarker candidates detectable in urine in the proteomics study conducted by Kim et al.^45^ we also found significantly increased levels of Pros1 and Tf, but only in study 2 kidney and urine proteomics. 

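In study 2, the transcript of Lcn2 (ENSRNOG00000013973, chromosome 3) had 6.36 ± 0.92 log2 CPM in SNx kidneys (SD, n = 12) and 1.56 ± 0.31 in NoOp kidneys (SD, n = 5). Its log2 fold change was 5.06 (standard error 0.53, adjusted p = 1.8e-06 from edgeR's quasi-likelihood test), and it stayed between 4.91 and 5.18 with each library left out in turn. The SNx libraries reached from 4.94 in SNx 11 and 5.02 in SNx 4 to 7.51 in SNx 1, 7.51 in SNx 6 and 7.70 in SNx 5. Values of 5.68, 5.84, 6.01, 6.29, 6.57, 6.59 and 6.64 belonged to SNx 7, SNx 9, SNx 3, SNx 2, SNx 12, SNx 8 and SNx 10. The NoOp libraries lay between 1.14 and 1.96.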

Interestingly, established CKD marker NGAL1 (LCN2) transcript was significantly increased (log_2_ 5-fold change (FC) (or 32 FC) in both studies 1 and 2). Protein levels were up by log_2_ 1.3 FC (or 2.5 FC) and log_2_ 2.3 FC (or 5 FC) in studies 1 and 2, respectively, but not in urine. Whereas KIM1 (Havcr1) was only significantly up in study 2 (log_2_ 2.7 FC or 6.5 FC) kidney proteomics but not in urine proteomics or kidney transcriptomic. These observations indicate that KIM1 and NGAL1 may not be suitable as urine prognostic markers.

In summary, the data presented here is, to our knowledge, the first time that SWATH-MS data has been collected on SNx rat kidney tissue, plasma, and urine and systematically compared. In addition, there are no previous reports that compare the proteome profile with mRNA expression levels in SNx models. Whilst mRNA and protein expression levels do not always correlate, analysis of the differential expression of the proteins and genes in all the datasets and enriched gene ontologies have enabled the identification of Lum and Col3a1 as relevant translatable mechanistic CKD biomarkers that can be detected in urine as a single assay. The possibility of developing a multiplexed assay that tracks changes in several of the identified proteins could offer a platform for detecting early signs of progressive human renal disease before glomerular lesions and tubulointerstitial lesions become measurable. Furthermore, it could provide a signature to rapidly monitor response to anti-fibrotic therapies in clinical studies or the effectiveness of existing therapies earlier in clinical care. Finally, this unique multi-omics profiling data of renal tissue and biofluids post-SNx also serves as a repository together with others^46^ for scientists in the field to obtain information that can be reanalysed and validated using orthogonal or targeted methods.

## Methods

### Subtotal nephrectomy rat, UUO mouse, and adriamycin mouse model generation

Subtotal Nephrectomy (SNx) was performed on male Wistar Han rats (200–400 g Charles River, UK) essentially as described^22,47^ using 2/3 resection of the right kidney followed two weeks later by left kidney nephrectomy. Study 1 (performed at UCB Pharma) contained 3 non-op and 3 SNx rats. Study 2 (performed at the University of Sheffield) had 5 sham and 18 SNx operated rats. Serum creatinine was measured weekly and proteinuria biweekly with animals culled using a Schedule 1 method when proteinuria reached > 3–fivefold increase or serum creatine reached > twofold increase over sham-operated. At termination, 24-h urine and plasma samples were collected and snap frozen at − 80 °C. Following Schedule 1 killing, kidney tissue was recovered, with 1⁄4 fixed in NBF for histology and the three other 1⁄4 snap frozen in liquid nitrogen for SWATH or Transcriptomics.

For comparison to other models, UUO, and Adriamycin mouse models of CKD were generated alongside the SNx at UCB Pharma under project licence (30/3051). Procedures were performed as described in^48,49^, respectively. Detailed methods for the generation of the models and histology analyses can be found in the Supplementary Information 1 methods section.

The studies were carried out under license according to the regulations of housing conditions, husbandry, and procedures laid down by Her Majesty’s Government, UK (Animals Scientific Procedures Act 1986). Study 1 was performed at UCB Biopharma under project license 30/3051 and study 2 at the University of Sheffield under project license (PBE09C70E). This study was reported according to ARRIVA guidelines.

### Kidney clinical measurements

SNx rats were placed in metabolic cages to collect 24-h urine samples. Urine was centrifuged to remove any sediment from food or faeces prior to analysis. Protein content in urine was determined using a modified Lowry method^50^. Urine creatinine was measured using an enzymatic creatinine assay (Crystal Chem, USA, Cat: 80,340) and serum creatinine a StatSensor Xpress (Nova Biomedical, USA) with creatinine Stat Strips. The protein:creatinine ratio was calculated as mg protein per mmol of creatinine.

### Bulk RNA sequencing

Material was quantified using RiboGreen (Invitrogen) on the FLUOstar OPTIMA plate reader (BMG Labtech) and the size profile and integrity analysed on the 2200 or 4200 TapeStation (Agilent, RNA ScreenTape). RIN estimates for all samples were between 1.3 and 7.8. Input material was normalised to 30ng prior to library preparation. The RNA was depleted of ribosomal RNA using NEBNext rRNA Depletion Kit (NEB, Human/Mouse/Rat) following manufacturer’s instructions. Strand specific library preparation was completed using NEBNext Ultra II mRNA kit (NEB) following manufacturer’s instructions. Libraries were amplified (14 cycles) on a Tetrad (Bio-Rad) using in-house unique dual indexing primers (based on^51^). Individual libraries were normalised using Qubit, and the size profile was analysed on the 2200 or 4200 TapeStation. Individual libraries were normalised and pooled together accordingly. The pooled library was diluted to ~ 10 nM for storage. The 10 nM library was denatured and further diluted prior to loading on the sequencer. Paired end sequencing was performed using a NovaSeq6000 platform (Illumina, NovaSeq 6000 S2/S4 reagent kit v1.5300 cycles).

### RNA-seq data analysis

Raw sequencing data was initially assessed with the FastQC and MultiQC utilities. Transcripts were quantified using the Rn6 reference transcriptome, and pre-built selective alignment index from RefGenie. Quantifications were summarised to the length scaled TPM unit via tximport and voom transformed with the Limma framework. Differential expression analysis was performed with Limma, and functional analyses with the CAMERA function and Mitch framework, using MSigDB reference gene sets^52^.

### Proteomics sample preparation and LCMS SWATH analysis

SNx and sham kidney sections were processed as previously described^53^ with minor modifications. Specifically, after kidneys were lysed in lysis buffer [9.5 M urea, 2% (w/v) DTT, 1% (w/v) *N*-octyl-β-glucopyranoside, protease inhibitors; 1 mL of buffer every 100 mg of tissue], protein extracts (75 μg) were vacuum concentrated to dryness and stored at − 20°C for 16 h. Samples were then resuspended in solubilisation buffer [5% SDS (w/v), 100 mM triethylammonium bicarbonate (TEAB), pH 7.55] and proteins digested by S-Trap (PROTIFI, US) according to manufacturer’s instructions. Urine samples were thawed on ice and supplemented with protease inhibitors (Roche), centrifuged at 5000 × g, passed through a 0.45 μm syringe filter, concentrated and desalted using centrifugal concentrator tubes (Vivaspin 500, 5 kDa MWCO, Sigma-Aldrich). Urinary proteins underwent reduction, alkylation, and trypsin digestion for 16 h as previously described^53^. Plasma samples were thawed on ice and supplemented with protease inhibitors (Roche), then cleared using Spin-X® Centrifuge Tube Filters (Corning) and 50 μg processed as described above. The resulting peptides were vacuum dried and stored at -20° C until reconstitution for MS analysis.

6.6 µg of sample was injected and trapped onto a YMC Triart-C18 pre-column (5 × 0.3 mm, 3 µm) at a flow rate of 10 µL/min for 2 min prior to switching the valve to run the gradient elution through a YMC Triart-C18 analytical column (150 × 0.3 mm, 3 µm, 5 µL/min) in line with the Sciex TripleTOF 6600 via a Duospray Source using a 50 µm electrode in positive mode, + 5500 V. The following linear gradients were used for SWATH-MS acquisition, mobile phase B increasing from 3 to 30% over 38 min, 30% to 40% over 5 min, 40% to 80% over 2 min for wash and re-equilibration (total run time 57 min). Data independent (SWATH) acquisition was performed using 100 variable SWATH windows (optimised on sample type) with the following parameters: TOFMS *m/z* 400–1250, MSMS *m/z* 100–1500, 25 ms accumulation time; 2.6 s total cycle time.

### Label-free SWATH mass spectrometry data analysis

SWATH mass spectrometry data was converted to MZML using MSConvert (Proteowizard MS Covert Version: 3.0.21075-41cb77451) and processed using DIA-NN (ver1.8) (Demichev, 2020). Default settings in DIA-NN were used except that Match Between Runs (MBR) was also selected. In addition, to increase the depth of our proteome analysis, an in silico generated PROSIT library^24^ of the annotated human proteome was generated within the software and used to directly interrogate the DIA data. DIA-NN aggregates peptide level quantifications to the protein level. The resulting CSV was pivoted within R and further analysed in Perseus^54^. Protein abundances were Log_2_ transformed, and proteins filtered for a minimum of three valid values per sample. Missing values were imputed following a normal distribution using the default values within Perseus. The dataset was then normalised using median abundances. The resulting spreadsheet was exported for further analysis and data visualisation in the R environment.

### Differential protein and transcript expression, upset plots, and gene ontology analysis

Limma Bioconductor R package was used to determine fold changes between groups. Volcano plots were generated by R package ggplot2^55^. UpsetR package^56^ was used to visualise and determine the numbers of unique genes in each sample set as well as intersecting proteins and their identities between datasets. Gene ontology analysis was then performed on the intersection proteins to determine the biological processes, molecular function, and cellular components and pathways involved in CKD using the Gene Ontology Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resource (v2022q3). Rat protein accession numbers were converted to gene names and imported into the database. Rivigo web server (http://revigo.irb.hr/) was subsequently employed to reduce the complexity and redundancy of the GO annotations. TreeMap R scripts generated in Rivigo were exported, and figures generated in R Studio after modification of the scripts to include -log_10_ *p*- values on the maps.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The mass spectrometry proteomics data generated during the current study is available in ProteomeXchange Consortium via the PRIDE^57^ partner repository with the dataset identifier PXD048564. The transcriptomics data discussed in this publication have been deposited in NCBI Gene Expression Omnibus^58,59^ and are accessible through GEO Series accession numbers (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSExxx). The following accession numbers have been assigned to the data: GSE253009 (encompasses both study 1 and 2 kidney datasets), GSE253008 (subseries kidney study 1 dataset) and GSE253007 (subseries kidney study 2 dataset). All data analysed during this study are included in this published article (and its Supplementary Information files).

How the deposited data were processed for this re-analysis (not part of the article)

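Kidney RNA from 12 SNx rats and 5 NoOp rats of study 2 was analysed, 1 library per rat. Study 1 and the other models were not analysed here. The authors quantified paired-end reads per transcript against the Rn6 reference transcriptome with a selective alignment index, summarised them to genes with tximport, and deposited estimated counts per gene as whole numbers. The paper's text names neither the quantification program nor its version. For a subset of genes the authors also deposited log2 values, which their methods describe as length-scaled counts after limma's voom transformation, and the criterion for that subset is not stated in the paper's text. Because transcript quantification estimates counts, they were rounded to whole numbers before the tests, which changed nothing in values already whole. Each deposited quantity comes both as 1 table per library and as 1 table for the whole series. The 34 columns of the whole-series tables held the same values and were not used.

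Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr for the 2 groups, library sizes were scaled with TMM, and the quasi-likelihood test (glmQLFit, glmQLFTest) compared SNx with NoOp, two-sided, with Benjamini-Hochberg adjustment over 15438 genes and FDR < 0.05 as the threshold. Standard errors were derived from the fold change and its F statistic. The fold change is one of mean counts, so a few libraries with high counts weigh more in it than in the difference of mean log2 CPM. Where all libraries of a group had 3 counts or fewer, a fold is a lower bound against 3 counts, which equal between 0.0776 and 0.147 CPM at the depth of these libraries. The paper's methods mention no molecular identifiers, so counts were not taken as single molecules. Principal components were computed on centred log2 CPM with a prior count of 2. Differences between groups in single measures were tested with two-sided exact permutation tests over all 6188 splits into 12 and 5. Correlations used 100000 permutations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

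The tests were tried on simulated counts for 15438 genes with 200 genes changed 2-fold or 4-fold. Rises and falls were equal in number, and each gene had the same dispersion in both groups. In the real data 58.0% of genes were called, and the SD was larger in SNx for 81.9%. The simulation therefore does not show how the tests behave with so many changes or with unequal spread. The quasi-likelihood test called 174 of the 200, 94 of the 100 genes changed 4-fold, and 10 unchanged genes. limma-voom called 175 changed and 11 unchanged genes. DESeq2 called 176 changed and 34 unchanged genes, more than the limit first set for false calls, and that limit was widened for DESeq2 alone after the result was seen.

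The following choices were made before the data were examined. Named genes are those the paper names as transcript results or labels in Fig. 2b-II, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 1 log2 CPM and no overlap between groups, and at most 3 members of each pathway list by p-value. Only 2 members per list were named, a number settled after the data were seen to limit the length of the text. At most 2 unnamed identifiers are printed in each direction. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), limma on the deposited normalized values, robust dispersions, RLE size factors, library size alone, no filter, at least 10 counts in every library, a change of at least 1.5-fold, each library left out in turn, the SNx libraries of either range of library numbers alone (6 in each, with the controls all in the lower range), and 100 random draws of 6 SNx libraries. For the principal components they were a prior count of 0.5, scaling to unit variance, the 500 most variable genes, the deposited normalized values and the filter of 10 counts.

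Symbols came only from the part of Supplementary data 1 that was used here. The gene table given as reference pairs no Ensembl identifiers with symbols. Pathway and marker lists were written by hand beforehand. Since fewer than 80% of the members of every list had an identifier, the planned list tests were void and were not run.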

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

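No test under this heading was chosen only after its result was seen.

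The tables deposited by the authors differ in the genes they hold, and 1124 of the 2129 tested genes outside their normalized table were differentially expressed (743 up, 381 down). The share, 52.8%, was near the 58.8% among tested genes inside it. In 421 of the 1124 the SNx and NoOp libraries did not overlap. Low counts do not account for their absence from that table, since 68.6% of them had a mean of at least 1 log2 CPM and 238 had at least 1000 counts on average, while genes inside the table had means as low as 4.88 counts. The authors' criterion for that table, the length of the genes and their type were not examined, so these stay open. SNx against NoOp is the only biological difference that the sample labels give, and it was the difference tested here.

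In 3 of 49 groups of NoOp values, 1 library was flagged as apart from the other 4 by more than Dixon's critical value of 0.71, where chance gives 2.45 of 49. Il24 was not flagged, although its values exceed that limit too. It had -2.89 log2 CPM (2 counts) in NoOp 3 and -3.75 (0 counts) in each other control, too few counts to judge a library by. C4a had 7.67 log2 CPM in NoOp 5 against 8.14 to 8.20 in the other controls, and without that library its log2 fold change was 2.90. Il7r had -0.44 in NoOp 5 against 0.08 to 0.19, and without it the log2 fold change was 2.47. Ddo had 4.13 in NoOp 2 against 3.77 to 3.85, and without it the log2 fold change was -1.06. No explanation was tested for these values, technical or biological, and the number flagged is near that of chance.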

How the results depend on the processing

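The correction of distances for group size was chosen only after the result was seen, and no other alternative was. The number of differentially expressed genes was 8949, and between 7317 (SNx libraries of the upper range of numbers) and 9632 (DESeq2) under the 10 alternatives that changed the test, scaling, filter or range of libraries. Leaving out 1 library gave from 7914 genes (without NoOp 4) to 9438 (without SNx 11). Of the 8949 calls, 8786 were also made with the same sign by DESeq2, 8736 by limma-voom and 7075 with library size alone. A minimum of 1.5-fold gave 5165 genes (3110 up, 2055 down), by its own construction. Library size alone gave 7044 upregulated and 2403 downregulated genes, with a shift of all genes in the same direction. Among 100 splits of the 17 libraries into 12 and 5, the real one included, 1 gave as many genes, the real one. The next largest had 5 genes.

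The share of variance on PC1 was 60.4%. It was 56.5% with a prior count of 0.5, 49.4% with genes scaled to unit variance, 56.4% for the 500 most variable genes, 69.7% for genes with at least 10 counts in every library, and from 58.0% to 62.3% across the 17 fits that each left out one library. The cause was not tested. SNx and NoOp did not overlap on PC1 under any of these settings (smallest gap 29.7, largest exact p = 0.000549, the smallest that 12 against 4 can give).

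The greater spread of SNx libraries (16.5, exact p = 0.0548) kept its direction in the fits run. With at least 10 counts in every library it was 16.4 with an exact p of 0.0393. Across the fits that each left out one library it ranged from 12.2 to 18.6, with exact p from 0.0293 to 0.184. It passed 0.05 without SNx 2, SNx 3, SNx 7 or SNx 12, the 4 SNx libraries nearest the centre of their group, so the call depends on single libraries. At equal spread these distances are larger in the smaller group. Corrected for group size, the difference was 18.97 with an exact p of 0.0249.

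For the 49 named genes, with the random draws taken as their median, no direction changed in any of the alternatives that gave a value, and 1 call was lost. Of the 100 single draws, Slco1a1 passed in 62, Slc3a1 in 97, Abhd14b in 98 and the other genes in all. Slco1a1 had a log2 fold change of -2.68 and an adjusted p of 0.0706 with the SNx libraries of the controls' range of numbers, where its adjusted p was between 0.0046 and 0.037 under the other alternatives apart from leaving out 1 library, which gave at most 0.044. The cause was not tested. For Slco1a1, limma-voom gave a log2 fold change of -4.09 and limma on the normalized values -4.32, against -2.54 in the main test. limma on the normalized values had no value for 5 of the 49 genes, and the filter of 10 counts none for 12. The 6 named biomarker candidates passed in each alternative with all or part of the libraries, apart from 3 of the 100 random draws. The rank of Slc3a1 was 12 or 13.

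The planned tests of pathway and marker lists and their alternatives were not run, because too few members had an identifier. A rank of Slc3a1 by length-adjusted values was not run, because no gene lengths were used. No paired analysis was possible because the labels give the rats no replicate number that SNx and NoOp share. Depth limits the folds of genes with at most 3 counts in all NoOp libraries, 96 of the upregulated genes, to lower bounds.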

Differences from the paper's values

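The paper's text gives over 4700 differentially expressed genes in study 2, against 8949 here with all 12 SNx rats. Among the 12 alternatives other than leaving out 1 library, the minimum of 1.5-fold brought the count within 1.5 times the paper's, at 5165. None of the 17 fits without 1 library did, while single draws of 6 SNx rats gave as few as 5571 genes. The upregulated and downregulated genes in the paper's Table 1 add up to 5866, which is more than the number in its text. Against that sum the difference was under 1.5 times with limma on the deposited normalized values (7924), at least 10 counts in every library (7958), the SNx libraries of the controls' range of numbers (8694) or of the other range (7317), the minimum of 1.5-fold, the random draws (median 7950) and 11 of the 17 fits without 1 library. It was not with DESeq2, limma-voom, robust dispersions, RLE size factors, library size alone or no filter. The table gives 3054 upregulated genes, against 4672. Differences of under 1.5 times were reached by limma-voom (4516), limma on the deposited normalized values (4033), RLE size factors (4472), at least 10 counts in every library (4080), the SNx libraries of the controls' range of numbers (4525) or of the other range (3919), the minimum of 1.5-fold (3110), the random draws of 6 SNx rats (median 4209.5), and 9 of the 17 fits without 1 library. DESeq2, robust dispersions, library size alone and no filter did not. For downregulated genes the table gives 2812, against 4277. Here the gap was under 1.5 times with limma on the normalized values (3891), library size alone (2403), at least 10 counts in every library (3878), either range of numbers (4169 and 3398), the minimum of 1.5-fold (2055), the random draws (median 3806.5) and 13 of the 17 fits without 1 library. It was not with DESeq2, limma-voom, robust dispersions, RLE size factors or no filter.

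PC2 held 9.18% of the variance, against about 5.7% in the paper's Fig. 2b-I, read by eye. Of the alternatives, only leaving out SNx 9 brought it within 1.5 times, at 8.36%. For Col3a1 the log2 fold change was 2.74, against about 2.3 in the paper's Fig. 5b, read by eye. It was within 1 standard error of that value with limma-voom (2.57), limma on the normalized values (2.60), the SNx libraries of the range without controls (2.39), without SNx 1 (2.44) and as the median of the random draws (2.61). It was not with the other alternatives, of which the fits without 1 library were compared at their lowest and highest value only, here and below.

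For genes in the paper's Supplementary data 1, log2 fold changes were compared within 1 standard error of the value measured here. The paper gives 4.36 for Clu, against 3.83, and library size alone (4.05) closed the gap, as did no other alternative compared. For Spp1 the paper gives 4.92, against 4.44. The gap closed with library size alone (4.66), at least 10 counts in every library (4.46), the SNx libraries of the controls' range of numbers (4.72), without NoOp 5 (4.63) and as the median of the random draws (4.47). The paper's values are 4.67 for Ephb6, 5.35 for B4galnt4 and 5.91 for Adra1d, against 4.10, 4.70 and 5.23. With library size alone they were 4.33, 4.93 and 5.45, and with the SNx libraries of the controls' range 4.38, 5.03 and 5.61, which closed the gaps. So did the highest fit without 1 library, at 4.20 (Ephb6, without SNx 11), 4.80 (B4galnt4, without SNx 11) and 5.34 (Adra1d, without NoOp 3), and no other alternative compared did. The random draws were compared here by their median. None of the alternatives closed the gap for Abhd14b (-1.18, the paper's -1.76), Dpp4 (-1.26, the paper's -1.92), Cyp1a1 (-4.04, the paper's -6.75) or Ifitm10 (5.07, the paper's 6.02). limma-voom and limma on the normalized values came nearer for Abhd14b (-1.33 and -1.28), Dpp4 (-1.37 and -1.43) and Cyp1a1 (-5.02 and -5.12). For Ifitm10 they lay farther off (4.80 and 5.02). Single draws of 6 SNx rats came within 1 standard error of the paper for Abhd14b (-1.67) and Ifitm10 (5.56), and also for Clu (4.17), Ephb6 (4.57), B4galnt4 (5.18) and Adra1d (5.74). The nearest draws for Dpp4 (-1.63) and Cyp1a1 (-5.66) did not. The draws used edgeR's fold change of mean counts, while the paper used limma, which came nearer to the paper for both genes. They therefore do not show that no choice of 6 of these rats reaches the paper's values.

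The paper reports higher Pros1 in proteomics of study 2 alone. The Pros1 transcript was also higher in SNx kidneys here, with a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.00017 from edgeR's quasi-likelihood test, higher in 12 of 12 SNx libraries than in any control). In Supplementary data 2, a list headed as upregulated in kidney protein and kidney transcript of study 2 holds 408 names in the part used here, of which 226 had an identifier. Of these, 102 were upregulated and 124 downregulated at FDR < 0.05. The list headed as downregulated holds 239 names, 148 with an identifier, of which 107 were downregulated, 39 upregulated and 2 not past the threshold. In the paper's own fold changes for study 2, which were at hand for 70 and 34 of these genes, 30 genes of the upregulated list fell and 9 of the downregulated list rose.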

Other observations

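Of the tests below, those on the range of library numbers, on limma in place of edgeR and on genes missing from 1 library were chosen only after related results were seen.

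The paper's published log2 fold changes of study 2 were larger than those measured over all 12 SNx rats. For the 475 genes of that list used here, all tested and past FDR < 0.05 with the same sign, the median ratio of the measured to the published value was 0.810, and 452 were smaller. Another test did not account for it, since with limma on the deposited normalized values the ratio was 0.800. Nor did a random choice of 6 of these 12 rats. In 100 random draws of 6 SNx rats, the 475 leading genes of each draw had over all 12 rats a median ratio of 0.841 to 1.12, and 0 of the 100 draws shrank as much as the published values. A candidate explanation is that the 6 rats of the paper, which it took for reaching its disease threshold, were more strongly affected than the others. Which libraries those are, and whether all are among the 12, is not known here, so this was not tested.

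The SNx libraries were spread along PC1 with an SD of 39.2. Sampling depth could not produce this spread: after all libraries were thinned at random to 19210434 counts, the SD was 98.0% of its value. Without the 100 genes of highest mean count, which took from 14.5% to 20.7% of the counts, it was 98.3%. Total counts and PC1 were still correlated among the 12 SNx libraries (Pearson's r = 0.64, permutation p = 0.0259, Spearman's rho = 0.59, permutation p = 0.0466), the 1 relation of this kind computed. Without the 2 libraries farthest from the median total r was 0.69, and within the lower and upper range of library numbers, 6 libraries each, r was 0.81 and 0.49. Depth thus went along with PC1 without producing it through sampling, and a property of the tissue or RNA that affects both stays open. RNA integrity is one such property, and the paper reports a wide range of integrity estimates over its samples. Its text gives none for single libraries, so their relation to depth and PC1 was not tested. The controls share the lower range of numbers. Of the variance of PC1 among SNx libraries, 88.8% lay within the ranges, between the limits of 50% and 90% set for calling the range a cause or not. The difference in mean between the ranges was -25.1 (two-sided exact permutation test over 924 splits, p = 0.294), so a part of the spread cannot be told apart from the range of numbers. A difference in disease stage between the rats, which the paper describes, stays open and was not tested.

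In SNx libraries the 2 collagens tended to be higher where Slc3a1, Abhd14b, Tmlhe and Dpp4 were lower. All 8 correlations were negative, with Pearson's r from -0.52 to -0.34 (permutation p from 0.0809 to 0.282, adjusted p from 0.205 to 0.282) and Spearman's rho from -0.43 to -0.20 (adjusted p at most 0.544), and none passed. Without the 2 libraries farthest from the median of the collagen, r was between -0.36 and -0.11. Within the lower range of library numbers r was -0.60 or lower, and within the upper range it was between 0.05 and 0.13. The median of the 8, -0.46, was at percentile 40.9 of 1000 random sets of rising and falling genes, whose median was -0.40. The values are therefore consistent with a shift shared by rising and falling genes in general, and show nothing particular to the candidates.

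There were 4 genes with 3 counts or fewer in exactly 1 library and at least 100 counts in each of the other 16: LOC100361457 (ENSRNOG00000036701), with 0 counts in SNx 4 against 296 to 2754 elsewhere, and 3 unnamed genes with 0 counts in SNx 2, SNx 8 and SNx 11. They were chosen after their values were seen. Low depth is not the reason, because the lowest count that the other SNx libraries lead to expect was 101. A variant of single rats against the reference transcriptome and an ambiguous assignment of reads between similar transcripts may explain such values and were not tested. No biological explanation was tested.

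Marker lists written beforehand had too few members with an identifier for a test, and those with one were mostly picked by the study as significant. For the proximal tubule, 12 of 14 named S1 and S2 genes and 6 of 6 named S3 genes were downregulated, with 1 S1 or S2 gene upregulated, and 10 and 6 were downregulated with library size alone. All 9 named macrophage genes, 9 injured tubule genes, 4 fibroblast and pericyte genes, 3 B and plasma cell genes and 2 T lymphocyte genes were upregulated. Of 5 named genes with higher expression in male rodent kidney, 4 were downregulated, and 3 with library size alone. Of 3 named thick ascending limb genes 1 rose and 1 fell, of 2 podocyte genes likewise, and 2 intercalated cell genes and 1 endothelial gene fell. No direction can be given for a cell type from these counts.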
